# Prior activity of olfactory receptor neurons is required for proper sensory processing and behavior in *Drosophila* larvae

**DOI:** 10.1038/s41598-018-26825-3

**Published:** 2018-06-05

**Authors:** Nao Utashiro, Claire R. Williams, Jay Z. Parrish, Kazuo Emoto

## Abstract

Animal responses to their environment rely on activation of sensory neurons by external stimuli. In many sensory systems, however, neurons display basal activity prior to the external stimuli. This prior activity is thought to modulate neural functions, yet its impact on animal behavior remains elusive. Here, we reveal a potential role for prior activity in olfactory receptor neurons (ORNs) in shaping larval olfactory behavior. We show that prior activity in larval ORNs is mediated by the olfactory receptor complex (OR complex). Mutations of *Orco*, an odorant co-receptor required for OR complex function, cause reduced attractive behavior in response to optogenetic activation of ORNs. Calcium imaging reveals that *Orco* mutant ORNs fully respond to optogenetic stimulation but exhibit altered temporal patterns of neural responses. These findings together suggest a critical role for prior activity in information processing upon ORN activation in *Drosophila* larvae, which in turn contributes to olfactory behavior control.

## Introduction

Animals rely on their sensory neurons to detect external stimuli and change their behavior in response to the external world. However, sensory neurons are often activated prior to experiencing external stimuli. In many sensory systems, such neural activity prior to the stimulus, or prior activity, affects neural response to subsequent stimuli. For example, in the olfactory system of locusts, prior activity modulates response to odorants^1^. In addition, even in the absence of such background stimuli, many types of neurons exhibit spontaneous activity. For example, mitral cells in the mammalian olfactory bulb show patterned spontaneous activity in the absence of odor stimuli^2,3^. This spontaneous activity could also be regarded as a type of prior activity. These neural activities prior to stimuli are observed in many sensory systems and cortical regions^4–7^, yet their impacts on animal behavior remain unclear.

Olfactory receptor neurons (ORNs) of *Drosophila melanogaster* larvae provide an attractive model for studying functional links between neural activity and behavioral output. *Drosophila* larvae have only 21 ORNs that innervate the dorsal organs on each side of the head and project to individual glomeruli in the antennal lobe. Each ORN expresses its own olfactory receptor complex (OR complex) that consists of a cell-specific olfactory receptor (OR) and the co-receptor Orco^8^, with the cell-specific OR determining the odor specificity^9–11^. Activation of single ORNs induces either attractive or aversive behavior, indicating that the neural activity of each ORN tightly relates to stereotyped behavior. For example, larvae that have only a single pair of functional ORNs expressing Or42a exhibit robust attractive behavior to many odors^12^. By contrast, optogenetic stimulation of individual ORNs expressing Or33b, or Or45a, which detect aversive odors, induced aversive behavior toward the stimulating light^13^.

Within ORNs, Orco is a key regulator of both evoked and spontaneous activity. In ORNs, Orco regulates dendritic localization of ORs^8^ and forms heteromeric ligand-gated ion channels together with ORs^14,15^. Orco is therefore necessary for odor-evoked activity. In addition, Orco promotes spontaneous activity in ORNs. *Orco* mutation or pharmacological inhibition severely diminishes ORN spontaneous activity in *Drosophila*^8,16,17^ as well as a broad range of other insects, including *Anopholes gambiae*, and *Manduca sexta*^18,19^. While Orco expression may extend to tissues involved in other sensory modalities in some insects^20,21^, *Drosophila* Orco expression is apparently restricted to OR-expressing ORNs, thus *Orco* mutation provides a tool to potently and specifically block evoked and spontaneous activity in ORNs.

In this study, we aim to investigate potential roles for prior activity in the olfactory system by using *Drosophila* larval ORNs as the model system. We show that each larval ORN has different patterns of prior activity and that the OR complexes are the key components required for prior activity in larval ORNs. Optogenetic behavioral analysis indicates that *Orco* mutant larvae show reduced responses to ORN stimulation. Using a combination of optogenetic stimulation and *ex-vivo* calcium imaging, we show that *Orco* mutant ORNs exhibit altered temporal patterns of ORN activity in response to ORN stimulation. Our findings thus suggest a role for prior neural activity of ORNs in sensory processing and olfactory behavior control.

## Results

### Calcium imaging of larval olfactory receptor neurons

To examine neural activity in larval ORNs, we performed calcium (Ca^2+^) imaging of ORNs. To that end, we expressed the Ca^2+^ indicator GCaMP6f^22^ in ORNs using the Gal4-UAS system^23^ and monitored Ca^2+^ response in ORN axonal terminals in the larval brain (Fig. 1a). Consistent with a previous report^24^, we detected robust Ca^2+^ responses when the larval head was exposed to ethyl acetate, a strong attractant to larvae^9^ (Fig. 1b). In addition to the odor-evoked Ca^2+^ responses, we also observed continuous Ca^2+^ responses prior to the odor stimulation in ORNs (Fig. 1b). These responses may reflect spontaneous activity or responses to other background odorants; we subsequently refer to these responses as prior activity to reflect their presence prior to application of a defined odor. The prior activity in ORNs exhibited smaller amplitudes compared to the odor-evoked activity (Fig. 1b: Or42a, 61.1% of evoked activity on average, n = 11). In addition, video recordings of Ca^2+^ responses in ORNs demonstrated that the frequency of prior activity in each ORN is different from one another (Supplementary Movie S1). These data suggest that larval ORNs likely have different profiles of prior activity with unique frequency.

**Figure 1:**
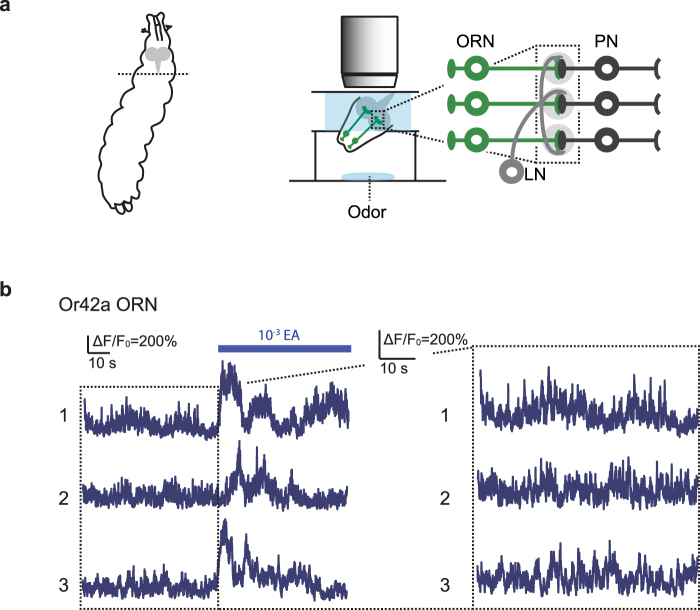
Calcium imaging of larval olfactory receptor neurons. (**a**) Schematic of the *ex vivo* calcium imaging preparation and the larval olfactory circuit. ORN, olfactory receptor neuron; LN, local neuron; PN, projection neuron. (**b**) Representative fluorescence changes from baseline (∆F/F_0_) of Or42a ORN in three different animals. 10^−3^ EA, 10^−3^ concentration of ethyl acetate. Genotype: *w*^1118^*;Or42a-Gal4*,*UAS-GCaMP6f/*+.

### Orco is essential for prior activity in larval ORNs

Given that firing patterns of prior activity seem to be different in each ORN, we reasoned that ORN-specific molecules might contribute to generating the prior activity. One potential candidate is the OR complexes as each of 21 ORNs in the larval olfactory organ (dorsal organ) expresses a unique set of OR complexes^25^. OR complexes are heteromeric ion channels that consist of the ORN-specific OR that determines the response spectrum of the ORN and the co-receptor Orco that is shared by most ORNs^14,15,26^.

To examine potential roles for OR complexes in generation of ORN prior activity, we performed Ca^2+^ imaging in *Orco* mutant ORNs. *Orco* null mutations prevent OR complexes from localizing to ORN dendrites^8^ and Orco is required for formation of heteromeric channels with ORs. Hence, *Orco* mutation blocks odor-evoked responses of ORNs. *Orco* mutation additionally blocks spontaneous activity in embryonic and adult ORNs^16,17^. We likewise found that in *Orco* mutant ORNs prior activity was rarely detectable (Fig. 2a,b). Quantitative analysis indicated that the frequency of the prior activity in *Orco* mutant ORNs was significantly reduced compared to wild-type controls (Fig. 2c: WT, median 0.90, 1st quartile 0.48, 3rd 1.47; *Orco* mutants, median 0.060, 1st quartile 0.017, 3rd 0.083). We next performed power spectrum analysis of the prior activity and found that the characteristic peak observed in wild-type ORNs was largely absent in *Orco* mutant ORNs (Fig. 2d), indicating that not only the amplitude but also the rhythmicity of the prior activity was extinguished in *Orco* mutant ORNs. Recording the prior activity from single ORNs, Or42a and Or42b ORN, further revealed that the reduced prior activity in *Orco* mutant ORNs was detectable at the single neuron level (Fig. 2e,f). The reduced prior activity in *Orco* mutant ORNs was restored to the wild-type level by expressing *UAS*-*Orco* in ORNs (Fig. 2c,e and f). These data suggest that OR-complex expression in each ORN is essential for producing their unique prior activity as well as evoked activity in ORNs. While it is possible that Orco could directly influence membrane potential on its own, given that Orco family proteins can form functional cation channels in the absence of OR expression^14,15,19^, whether such channels are actually formed in ORNs remains to be determined.

**Figure 2:**
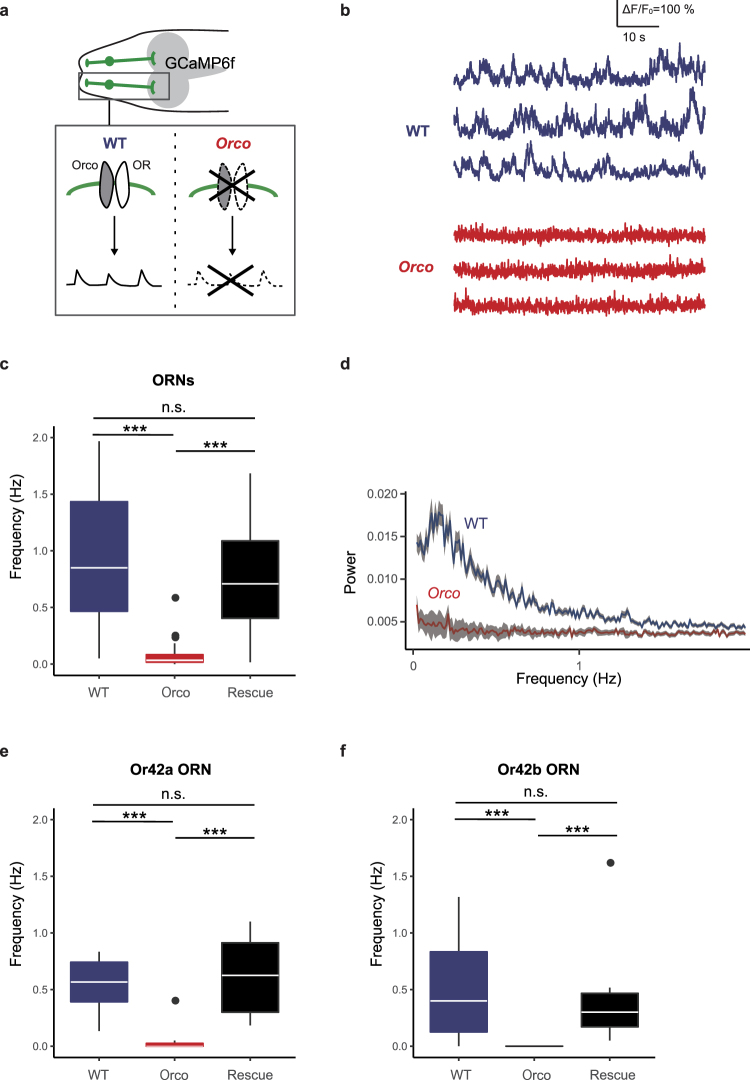
Orco is essential for prior activity in larval ORNs. (**a**) Schematic of Orco-OR channel of ORNs in wild-type (WT) and *Orco* mutant larvae. The channel contributes to the prior activity of ORNs. (**b**) Representative fluorescence changes from baseline (∆F/F_0_) of ORNs in wild-type (WT) and *Orco* mutant larvae. (**c**) Quantification of the frequency of the prior activity of ORNs in the wild-type (WT, blue; n = 57), *Orco* mutant (Orco, red; n = 57) and *Orco* expression-rescued strain (Rescue, black; n = 43). Box plots show the median (white line), 1st, and 3rd quartile (box), the data range (whiskers), and outliers (circles). Outliers are data points located outside the whisker range. (**d**) Average power spectra of the prior activity of ORNs in wild-type (WT, blue; n = 132) and *Orco* mutant (Orco, red; n = 118). Means ± SEM. Genotypes: WT, *w*^1118^*;Orco-Gal4*,*UAS-GCaMP6f/*+ Orco, *w*^1118^*;Orco-Gal4*,*UAS-GCaMP6f/*+*;orco*^1^*/orco*^1^. Rescue, *w*^1118^*;Orco-Gal4*,*UAS-GCaMP6f/UAS-Orco;orco*^1^*/orco*^1^. (**e** and **f**) Quantification of frequency of the prior activity of a single ORN, Or42a (**e**) and Or42b ORN (**f**). Genotypes: WT, *w*^1118^*;Or42a/b-Gal4/ UAS-GCaMP6f*. Orco, *w*^1118^*;Or42a/b-Gal4/UAS-GCaMP6f;orco*^1^*/orco*^1^. Rescue, *w*^1118^*;Or42a/b-Gal4*,*UAS-Orco/UAS-GCaMP6f;orco*^1^*/orco*^1^. ^***^P < 0.001, Wilcoxon rank-sum test with Bonferroni correction; n.s., not significant.

### *Orco* mutant larvae exhibit reduced response to ORN activation

In order to investigate potential roles for the prior activity in larval behavior, we next examined whether *Orco* mutant larvae might have defects in olfactory behavior evoked by ORN activation. To activate wild-type and *Orco* mutant ORNs, we expressed the red light-gated cation channel CsChrimson^27^ in ORNs under the control of the *Orco*-*Gal4* driver and illuminated larvae with red light (617 nm) (Fig. 3a). We placed these transgenic larvae in the center of a Petri dish divided into quadrants receiving either red light illumination or no illumination (Fig. 3a). In this choice assay system, quadrants receiving red light illumination are bounded by dark quadrants, therefore ORNs expressing CsChrimson are optogenetically activated as long as larvae stay in the illuminated areas.

**Figure 3:**
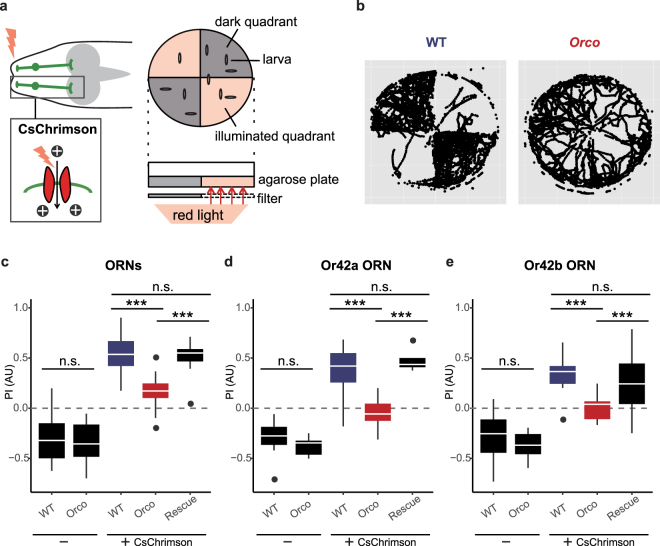
*Orco* mutant larvae exhibit reduced response to ORN activation. (**a**) Right, expression of CsChrimson in ORNs. Left, agarose gel arena for optogenetic choice assay. (**b**) Representative plots of WT (left) and *Orco* mutant (right) larval positions over a period of 5 min. (**c**) Performance index (PI) of larvae expressing CsChrimson in their ORNs. Genotypes: WT, *w*^1118^*;Orco-Gal4/UAS-CsChrimson*,*Tsh-Gal80*. Orco, *w*^1118^*;Orco-Gal4/UAS-CsChrimson*,*Tsh-Gal80;orco*^1^*/orco*^1^. Rescue, *w*^1118^*;Orco-Gal4*,*UAS-Orco/UAS-CsChrimson*,*Tsh-Gal80;orco*^1^*/orco*^1^. (**d** and **e**) Performance index (PI) of larvae expressing CsChrimson in a single ORN, Or42a (**d**) and Or42b (**e**). Genotypes: WT, *w*^1118^*;Or42a/b-Gal4/UAS-CsChrimson*,*Tsh-Gal80*. Orco, *w*^1118^*;Or42a/b-Gal4/UAS-CsChrimson*,*Tsh-Gal80;orco*^1^*/orco*^1^. Rescue, *w*^1118^*;Or42a/b-Gal4*,*UAS-Orco/UAS-CsChrimson*,*Tsh-Gal80;orco*^1^*/orco*^1^. ^***^P < 0.001, Wilcoxon’s rank-sum test with Bonferroni correction; n.s. not significant.

We first checked CsChrimson expression and found no significant difference in CsChrimson expression levels in wild-type and *Orco* mutant ORNs (Supplementary Fig. S1). We then performed the choice assay with wild-type larvae harboring CsChrimson in ORNs. Consistent with the previous reports^13^, wild-type larvae carrying CsChrimson in ORNs showed a strong preference to the illuminated areas compared to control larvae that tended to stay in the dark areas (Fig. 3b,c), suggesting that optogenetic activation of ORNs causes an attractive bias in larvae. We next examined *Orco* mutant larvae carrying CsChrimson in ORNs and found that, unlike wild-type larvae, *Orco* mutant larvae exhibited no significant preference between illuminated and dark areas (Fig. 3b,c). Similar data were obtained with wild-type and *Orco* mutant larvae expressing CsChrimson in single ORNs such as Or42a and Or42b, both of which are dominant ORNs activated by attractive odorants such as ethyl acetate^9,25^ (Fig. 3d,e). The reduced attraction to the illuminated areas in *Orco* mutant larvae was fully rescued to wild-type levels by expressing *UAS*-*Orco* in ORNs (Fig. 3c–e), suggesting the cell-autonomous role of OR complexes in ORNs. Together with our finding that OR complexes are essential components to generate the prior activity in ORNs, these observations suggest potential roles for the prior activity of ORNs in control of olfactory behavior evoked by ORN activation.

### *Orco* mutant larvae are defective in turning behavior at the light/dark boundary

What behavioral changes might cause *Orco* mutant larvae to spend less time in illuminated areas compared to wild-type? To address this, we analyzed larval behavior at the boundary of illuminated and dark quadrants. First, we examined behavior of larvae moving from the dark to the illuminated areas. Video recording of individual traces indicated that ~75% of larvae harboring CsChrimson passed into the illuminated areas in both wild-type and *Orco* mutant larvae, while ~50% of wild-type and *Orco* mutant larvae lacking CsChrimson crossed the boundaries (Fig. 4a). These data indicate that loss of OR-complex functions has no significant effect on larval moving from the dark to the illuminated areas.

**Figure 4:**
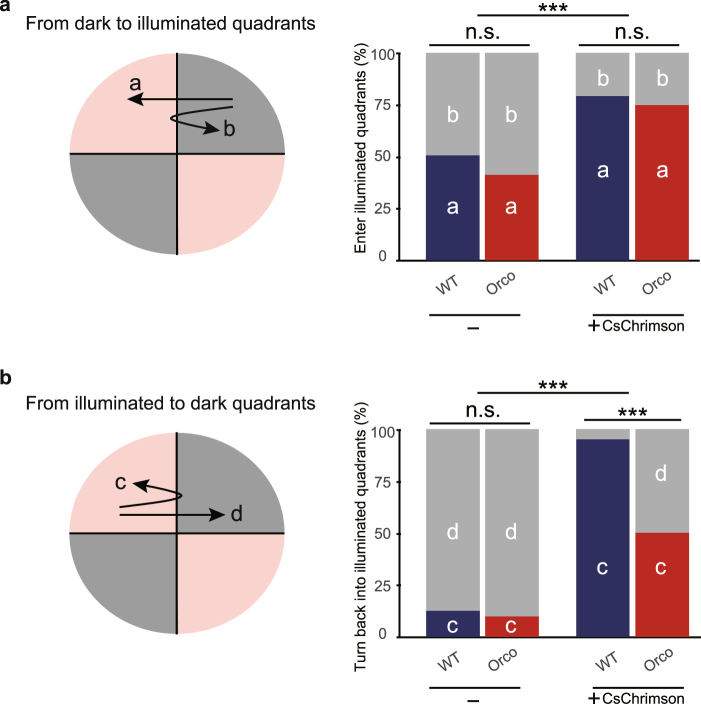
*Orco* mutant larvae are defective in turning behavior at the light/dark boundary. (**a**) Probability of entering illuminated quadrants from dark quadrants. (**b**) Probability of turning back into illuminated quadrants. Genotypes: WT, *w*^1118^*;Orco-Gal4/UAS-CsChrimson*, *Tsh-Gal80*. Orco, *w*^1118^*;Orco-Gal4/UAS-CsChrimson*,*Tsh-Gal80;orco*^1^*/orco*^1^. ^***^P < 0.001, Fisher’s exact test with Benjamini−Hochberg correction^46^; n.s. not significant.

We next focused on the larvae moving from the illuminated quadrants toward the dark quadrants. Almost 100% of wild-type larvae harboring CsChrimson in ORNs made an obvious turn when they approached from the illuminated to the dark areas (Fig. 4b; 95.5%, n = 49). In contrast, only ~50% *Orco* mutant larvae harboring CsChrimson passed into the dark areas (Fig. 4b; 51.0%, n = 69). These observations suggest that the reduced preference to the illuminated areas in *Orco* mutant larvae is attributed at least in part to the reduced turning behavior at the boundary when they move from the illuminated quadrants to the dark quadrants.

### Temporal dynamics of ORN response to continuous stimulations are altered in *Orco* mutant larvae

To address how the prior activity in ORNs could affect the turning behavior, we examined neural responses of ORNs evoked by optogenetic stimulation in wild-type and *Orco* mutant larvae. We first tested whether *Orco* mutant ORNs could respond to single optogenetic stimulations. We simultaneously expressed channelrhodopsin-2 (ChR2)^28^ and GCaMP6f in ORNs and measured Ca^2+^ responses induced by blue light stimulation of larvae (Fig. 5a). A previous report also showed that larvae expressing ChR2 in their ORNs were attracted to the blue-light stimulation^29^. Thus, behavioral and neural responses to ChR2 likely mirror the responses to CsChrimson. Blue light application induced Ca^2+^ responses in both wild-type and *Orco* mutant ORNs (Fig. 5a). Intriguingly, the average amplitude of Ca^2+^ responses was higher in *Orco* mutant ORNs than in wild-type (Fig. 5b,c: wild-type, median 67.6%, 1st quartile 46.7%, 3rd quartile 67.6%, n = 64; *Orco* mutants, median 105.6%, 1st quartile 71.1%, 3rd quartile 138.0%, n = 34). Furthermore, *Orco* mutant ORNs consistently responded to repeated blue light applications, whereas wild-type ORNs exhibited large variability in the amplitude of their responses (Fig. 5d,e). These data indicate that *Orco* mutant ORNs respond to stimulation better than wild-type, and it is thus unlikely that reduced preference toward illuminated areas in *Orco* mutant larvae is simply due to reduced excitability in *Orco* mutant ORNs.

**Figure 5:**
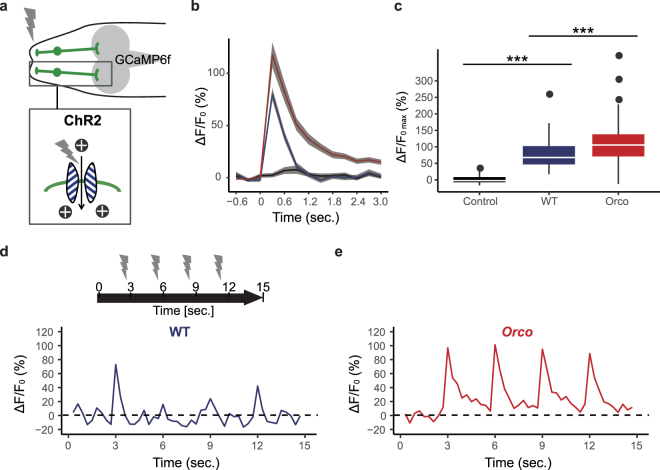
Temporal dynamics of ORN response to pulse stimulations. (**a**) Expression of ChR2 and GCaMP6f in ORNs. (**b**) Average fluorescence changes (∆F/F_0_) to blue light stimulation in WT (blue; n = 64), Orco mutant (red; n = 40), and control larvae that did not carry *UAS-ChR2* (black; n = 50). Means ± SEM. (**c**) Quantification of maximum ∆F/F_0_ (∆F/F_0max_) of ORNs in the control, WT, and *Orco* mutant larvae. (**d** and **e**) Representative traces of ∆F/F_0_ of a single ORN in WT (**d**) and *Orco* mutant (**e**). ORNs are stimulated with the blue light pulses at four time points. Genotypes: Control, *w*^1118^*;Orco-Gal4*,*UAS-GCaMP6f/Orco-Gal4*. WT, *w*^1118^*;Orco-Gal4*,*UAS-GCaMP6f/Orco-Gal4*,*UAS-hChR2[H134R]*. Orco, *w*^1118^*;Orco-Gal4*,*UAS-GCaMP6f/Orco-Gal4*,*UAS-hChR2[H134R];orco*^1^*/orco*^*1*^.

Next, we examined how *Orco* mutant ORNs could respond to continuous stimulation. This stimulation paradigm likely reflects our behavioral assay rather than the pulse stimulations, as *Orco* mutant larvae exhibited turning defects when they encountered the light-dark boundary after continuous ORN stimulations in the illuminated areas (Fig. 4). Similar to the pulse stimulations (Fig. 5), *Orco* mutant ORNs responded to continuous stimulations more strongly than wild-type ORNs at the onset of the stimulations (Fig. 6a–d). However, during the course of the continuous stimulation, Ca^2+^ responses in *Orco* mutant ORNs gradually decreased, whereas Ca^2+^ responses in wild-type ORNs exhibited some fluctuation but were sustained at a certain level (Fig. 6b–d). Furthermore, wild-type and *Orco* mutant ORNs exhibited distinct responses to termination of prolonged stimulation. In wild-type ORNs, Ca^2+^ responses were quickly diminished to levels below the pre-stimulus baseline, whereas Ca^2+^ responses in *Orco* mutant ORNs were gradually reduced but did not return to the baseline for an extended period of time (Fig. 6b–d). Given that reduction of the turning behavior in *Orco* mutant larvae was specifically observed at the light-dark boundary where the larvae suddenly lost continuous ORN stimulation, the different neural responses right after termination of the continuous stimulation in wild-type and *Orco* mutant ORNs might contribute to the changed turning behavior upon ORN activation.

**Figure 6:**
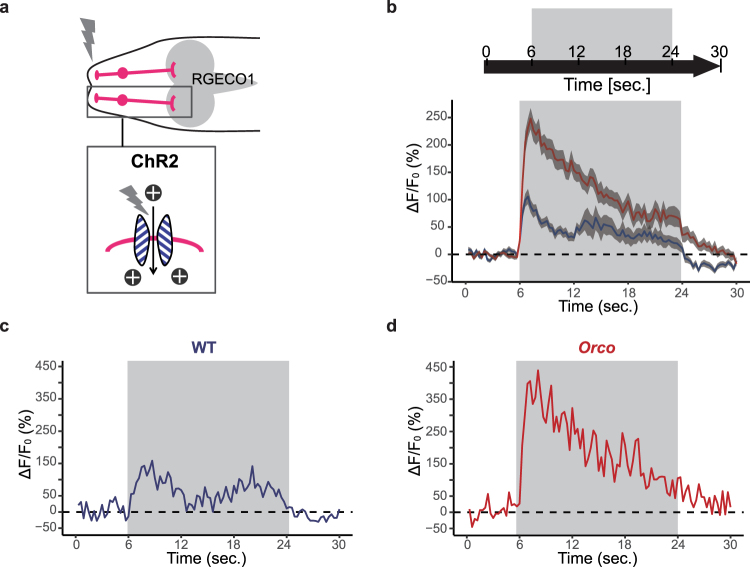
Temporal dynamics of ORN response to continuous stimulations are altered in *Orco* mutant larvae. (**a**) Expression of ChR2 and RGECO1.0 in ORNs. (**b**) Average ∆F/F_0_ to blue light stimulation in WT (blue; n = 31) and *Orco* mutants (red; n = 33). Means ± SEM. (**c** and **d**) Representative traces of ∆F/F_0_ of a single ORN in WT (**c**) and *Orco* mutant (**d**). ORNs are stimulated with the blue light for 18 s. Genotypes: WT, *w*^1118^*;Orco-Gal4*,*UAS-RGECO*1*/Orco-Gal4*,*UAS-hChR2 [H*1*34R]*. Orco, *Orco-Gal4*,*UAS-RGECO1/Orco-Gal4*,*UAS-hChR2[H134R];orco*^1^*/orco*^1^.

One might imagine that ion channel gene expression in *Orco* mutant ORNs could account for the different patterns of activation. To test this, we assayed for changes in ion channel gene expression between wild-type and *Orco* mutant dorsal organs using RNA-Seq analysis (Supplementary Fig. S2a), and found no significant changes in ion channel gene expression in *Orco* mutant dorsal organs; among 148 ion channel genes queried, only *Orco* and 4 *OR* genes exhibited significant differential expression between wild-type and Orco mutant samples (Supplementary Fig. S2b, Supplementary Table 1). These results suggest that the differences in neural responses in *Orco* mutant ORNs are unlikely to be caused by changes in ion channel expression.

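The RNA-Seq experiment compared dorsal organs, the larval olfactory organs that house the ORNs, from 4 wild-type and 5 *Orco* mutant samples, each holding 20 dorsal organs of larvae of the third instar. The organs were picked by their GFP label, so each sample held ORNs together with support cells and any attached tissue. The samples were isolated independently and each was made into 1 library with Smart-seq2. This method amplifies full-length cDNA from small amounts of RNA and does not mark single molecules, so counts can include copies of 1 molecule. Folds from summed counts treat each count as independent and cover neither amplification nor the spread between samples. The authors estimated the count of every transcript with kallisto against the FlyBase transcriptome and summed these per gene with tximport. The deposited gene values are therefore estimated counts that have not been normalized. The totals were 4432839 to 7005182 counts in the wild-type libraries (median 5356372) and 4090474 to 9157645 in the *Orco* mutant libraries (median 7790163). Genes named as rRNA took 33.3% to 53.8% of the counts of a library. The counts were rounded to whole numbers, scaled with TMM and compared with edgeR's quasi-likelihood test, and a gene passed at a Benjamini-Hochberg adjusted p under 0.05. Of 12748 genes with a count, 8160 had enough counts in enough libraries to be tested. Genes varied between samples of 1 genotype by nearly as much as their mean (common biological coefficient of variation 0.996). In counts simulated with the same means and spread, the test over all genes recovered 0% of 200 genes changed 2-fold, 4.5% of those changed 4-fold and 33% of those changed 8-fold. The ion channel genes were the 273 of the gene list sheet of Supplementary Table 1, and 96 of them were tested.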

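*Orco* mutant dorsal organs lacked nearly all *Orco* RNA and, adjusted over the ion channel list alone, had less RNA of the odorant receptor genes *Or35a* and *Or59a*, while no ion channel gene passed as higher over that list. *Orco* encodes the co-receptor of the odorant receptors and lies on chromosome 3R of the Release 6 genome from 5407183 to 5412406. Its level was 289 ± 74.2 CPM (counts scaled to library size with TMM; SD, n = 4) in wild-type and 0.363 ± 0.553 (SD, n = 5) in *Orco* mutant samples, with 1025 to 1819 counts in each wild-type library and 0 to 16 in each *Orco* mutant library. *Orco* fell by 9.25 on the log2 scale (standard error 0.81, adjusted p = 3.75e-04 over all genes from edgeR). *Or35a*, an odorant receptor gene on chromosome 2L from 15622068 to 15623558, fell by 7.93 on the log2 scale (standard error 1.44), with 55 to 238 counts in each wild-type library and 0 to 1 in each *Orco* mutant library. Its adjusted p from edgeR was 0.00346 over the ion channel list alone and 0.0883 over all genes. *Or59a*, on chromosome 2R from 23439868 to 23441065, fell by 6.60 (standard error 1.66, adjusted p = 0.0381 over the list alone from edgeR). Among the fits that left out 1 library, the call of *Or59a* was kept only without *Orco* mutant 4, with adjusted p from 0.0251 to 0.128 from edgeR, and it was lost with no filter and with the replicate block.
*Or13a* and *Or83a* did not pass the edgeR test. *Or13a* had 224 counts over the wild-type libraries and 10 over the *Orco* mutant libraries, all from *Orco* mutant 4, and its log2 fold change was -5.13 (standard error 1.73, adjusted p = 0.198 over the list alone from edgeR). *Or83a*, whose gene lies close to *Orco* from 5397643 to 5399196 on chromosome 3R, had 354 counts in wild-type and 29 in *Orco* mutant libraries, 23 of them from *Orco* mutant 4, with a log2 fold change of -4.50 (adjusted p = 0.236 from edgeR). Without *Orco* mutant 4 both passed, with adjusted p of 0.0251 for *Or13a* and 0.0488 for *Or83a*.
Of the 27 larval odorant receptor genes, *Orco* not counted, 16 were tested, and 13 of the 16 had negative fold changes. Adjusted over the list of 27 alone, 2 fell and 0 rose. Over all genes 0 passed with edgeR, where 6 were lower at an unadjusted p under 0.05, and 4 passed with DESeq2. *Or45a* had a log2 fold change of -2.93 and *Or42a* one of -2.06, and neither passed. The summed level of the 27 genes was 257 ± 72.1 CPM (SD, n = 4) in wild-type and 64.0 ± 20.5 (SD, n = 5) in *Orco* mutant samples, and no *Orco* mutant sample reached the lowest wild-type sample (two-sided exact permutation test, p = 0.00794, the smallest p that 4 samples against 5 allow). This sum was chosen after the data were seen, and the mean log2 level of the list differed by -2.34 (exact permutation test, p = 0.0159, adjusted p = 0.169 over the lists tested). The list was lower than other genes by camera with a preset correlation of 0.01 (adjusted p = 5.13e-06), and its adjusted p = 0.398 with an estimated correlation. It also passed by limma's fry test (adjusted p = 0.0177 over the lists tested).

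**Figure D1:**
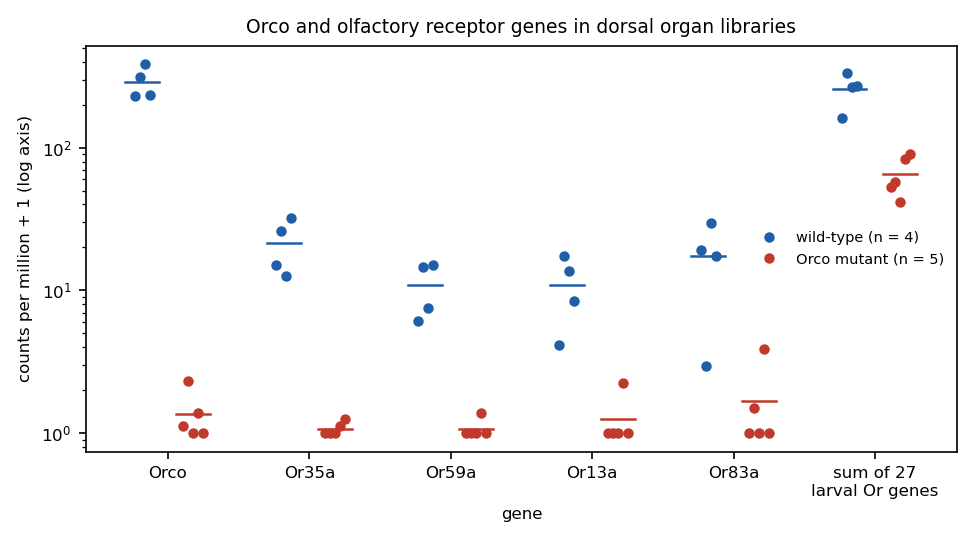
Level of Orco, Or35a, Or59a, Or13a, Or83a and the sum of the 27 larval odorant receptor genes in each library, as CPM plus 1 on a log axis, for 4 wild-type (blue) and 5 Orco mutant (red) libraries. Each point is a library and each line a mean, and the sums lie at 257 CPM in wild-type and 64.0 in Orco mutant samples.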

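Outside *Orco* and the odorant receptor genes, 0 ion channel genes passed the edgeR test adjusted over the list alone. In the whole list 9 genes had an unadjusted p under 0.05, and 4 genes outside the odorant receptors passed with DESeq2 (*Nach*, *Elk*, *Ir87a* and *Ir21a*). *Ir21a*, an ionotropic receptor of cool sensing in the dorsal organ, had the smallest p of these genes in the edgeR test. Its level was 136 ± 37.7 CPM (SD, n = 4) in wild-type and 304 ± 96.4 (SD, n = 5) in *Orco* mutant samples, a log2 fold change of 1.16 (standard error 0.34, adjusted p = 0.117 over the list alone from edgeR). Adjusted over the ionotropic receptor list alone, *Ir21a* was higher and the other 4 of its 5 tested genes did not pass. Over the ion channel list without *Orco* mutant 5 the adjusted p of *Ir21a* from edgeR was 0.0216. *Ir25a* and *Ir93a*, which act with *Ir21a* in cool sensing, had log2 fold changes of 0.91 and 0.68.
No tested member of the other channel groups passed. All 13 genes of the voltage-gated sodium and calcium channel list were tested (median log2 fold change 0.36, camera adjusted p = 0.346, with the list passing without wild-type 2), as were 16 voltage-gated and leak potassium channel genes (median 0.13, adjusted p = 0.994) and 12 chloride and calcium-activated channel genes (median 0.12, adjusted p = 0.994). The 11 degenerin/ENaC genes had a median of -0.14 (adjusted p = 0.893) and the 6 genes of ligand-gated acetylcholine, GABA, glutamate and histamine channels one of -0.53 (adjusted p = 0.245). Of the 6 TRP channel genes (adjusted p = 0.893), *wtrw* had a log2 fold change of -1.46 (standard error 0.59, adjusted p = 0.398 over the ion channel list alone from edgeR).
The 95% interval of the log2 fold change lay within 2-fold for 1 of the 96 genes, *Ih*, and reached beyond it for 95. In simulated counts, the test over the list alone recovered 6% of 50 ion channel genes changed 2-fold, 10% of those changed 4-fold and 48% of those changed 8-fold. From the lack of significant changes outside *Orco* and 4 odorant receptor genes in its own test, the paper proposes that changed ion channel expression is unlikely to be behind the altered responses of *Orco* mutant ORNs.

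**Figure D2:**
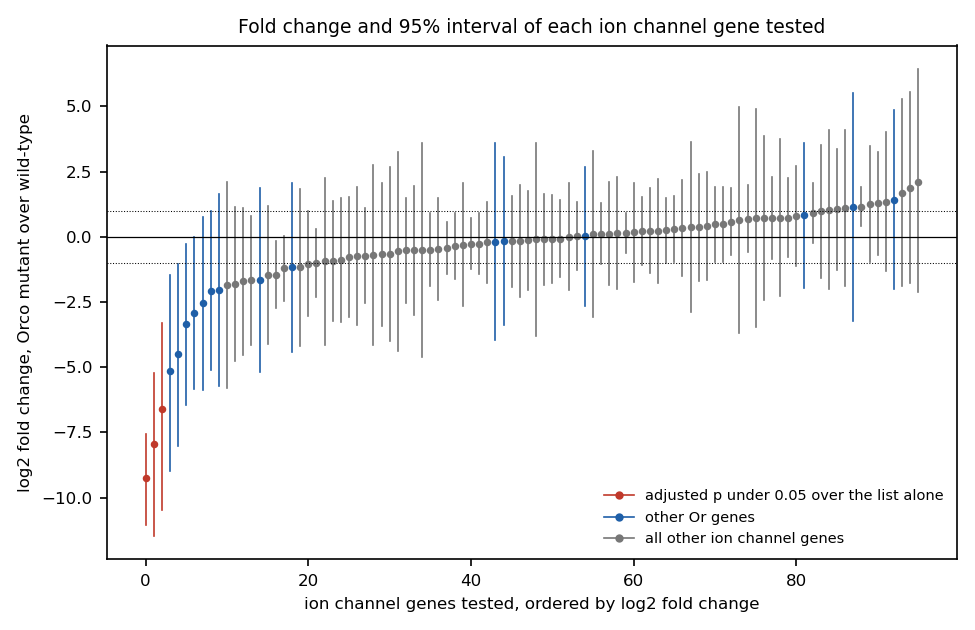
Log2 fold change, Orco mutant over wild-type, of the 96 ion channel genes tested, ordered by size, with vertical lines for the 95% intervals and dotted lines at a change of 2-fold. The genes past the threshold over the list alone (red) are Orco, Or35a and Or59a, and the interval of 1 gene lies between the dotted lines.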

### PNs respond to ORN stimulations in *Orco* mutant larvae

In the *Drosophila* olfactory system, projection neurons (PNs) relay olfactory information from ORNs to higher-order brain areas^30,31^. To confirm that the neural responses of ORNs are transferred to PNs in *Orco* mutants, we explored whether functional synapses were formed between ORNs and PNs. To this end, we expressed the presynaptic marker, Bruchpilot::GFP (Brp::GFP)^32^, in Or42a ORNs and observed the localization of the marker signals. We found that the Brp signals were localized at the axonal terminals in both wild-type and *Orco* mutant ORNs, though the signals in *Orco* mutant ORNs seemed to be more condensed compared to wild-type (Supplementary Fig. S3). This result suggests that the synapses between ORNs and PNs are formed in *Orco* mutants.

Next, we examined whether PNs could respond to continuous stimulations of ORNs. We expressed ChR2 in ORNs and the Ca^2+^-responsive red fluorescent protein RGECO1 in PNs, and measured PN Ca^2+^ responses induced by blue light stimulation of ORNs (Fig. 7). The PN responses were similar to ORN responses in regard to temporal patterns during stimulation. At the onset of the ORN activation, the response of PNs was larger in *Orco* mutant compared to wild-type. However, PN responses in *Orco* mutants were gradually decreased and finally became weaker compared to wild-type. These results suggest that functional connectivity between ORNs and PNs is likely retained in *Orco* mutants.

**Figure 7:**
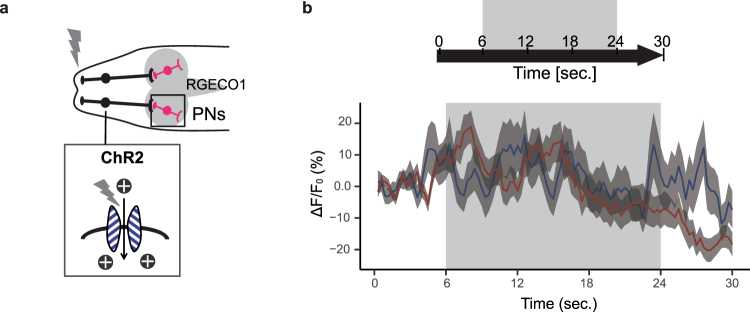
PNs respond to continuous stimulations of ORNs in *Orco* mutant larvae. (**a**) Expression of ChR2 in ORNs and RGECO1.0 in PNs. (**b**) Average ∆F/F_0_ of PNs to blue light stimulation of ORNs in wild-type (blue; n = 56) and *Orco* mutants (red; n = 70). Means ± SEM. Genotypes: WT, *w*^1118^*;GH*1*46-Gal4*,*Orco-ChR2/UAS-RGECO*1,*Orco-ChR2*. Orco, w^1118^;*GH146-Gal4*,*Orco-ChR2/UAS-RGECO1*,*Orco-ChR2;orco*^1^*/orco*^1^.

## Discussion

To realize proper sensory processing, neural circuits in the brain decode evoked responses based on the neural activity prior to the stimulation. Such prior activity is generally observed in olfactory, auditory, visual, and cortical neurons^5,7,33–35^. In certain cases, the prior activity is thought to modify the evoked response to stimuli^34–37^. However, the contribution of prior activity to output behavior remains largely unknown because of difficulty in manipulating prior activity *in vivo* and lack of a simple model for assessing the effect of prior activity.

In this study, we have provided the following evidence that support the potential role for prior activity in control of olfactory behavior. First, we showed that prior activity in ORNs is likely mediated at least in part by OR complexes, as prior activity was significantly reduced in *Orco* mutant ORNs (Fig. 2). Second, we found that *Orco* mutant larvae, which had reduced prior activity in ORNs, showed less attractive behavior to illuminated areas in a choice test arena in which illumination drives optogenetic activation of ORNs (Fig. 3). Third, we demonstrated that the behavioral changes in *Orco* mutant larvae were attributed to reduced turning behavior when larvae approached the boundary from the light area (Fig. 4). The behavioral defects in *Orco* mutant larvae were fully rescued by introducing one copy of *Orco* gene in ORNs, indicating the cell-autonomous function of Orco in ORNs (Fig. 3).

How could the prior activity mediated by OR complexes affect the turning behavior? It seems unlikely that the prior activity affects ORN excitability as *Orco* mutant ORNs showed substantial activity in response to optogenetic activation (Fig. 5). One possibility is that the prior activity could directly modify the firing patterns of ORNs upon activation. Indeed, temporal patterns of the optogenetically-evoked activity in wild-type larvae seemed to fluctuate probably due to the prior activity, whereas *Orco* mutant ORNs exhibited consistent firing patterns upon activation (Fig. 6).

An alternative but not mutually exclusive scenario is that the prior activity might affect expression levels of functional proteins, such as ion channels. Temporal patterns of neuronal activity are basically determined by the combinatory activities of multiple ion channels^38^. 

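The ion channel genes with the most RNA in the dorsal organ samples, beside *Orco* and the ionotropic receptors, had overlapping levels in both genotypes. *Ih*, a hyperpolarization-activated cation channel gene, was at 210 ± 32.7 CPM (SD, n = 4) in wild-type and 232 ± 103.7 (SD, n = 5) in *Orco* mutant samples, and its log2 fold change had a 95% interval from -0.62 to 0.90. *Clic*, a chloride intracellular channel gene, was at 147 ± 85.9 in wild-type and 123 ± 66.1 in *Orco* mutant samples (interval -1.24 to 0.72). The inward rectifier potassium channel gene *Irk2* was at 80.7 ± 22.4 and 63.5 ± 54.5 (interval -1.61 to 0.91), and *Irk3* at 52.3 ± 21.2 and 78.3 ± 56.2 (interval -0.71 to 1.87). The voltage-gated sodium channel gene *para* was at 52.7 ± 57.6 in wild-type and 69.7 ± 83.1 in *Orco* mutant samples (interval -1.66 to 2.47), and the TRP channel gene *pain* at 69.4 ± 50.5 and 66.1 ± 37.3 (interval -1.55 to 1.41). None of these genes passed the edgeR test. The samples were whole dorsal organs, so these levels sum ORNs and the other cells of the organ.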

While our RNA-Seq analysis showed that the expression levels of ion channels were not significantly different between wild-type and *Orco* mutant ORNs, *Orco* mutant ORNs exhibited different temporal patterns of neural responses from wild-type ORNs (Fig. 6). Thus, one possibility is that prior activity might regulate post-transcriptional control of channel expression or modulate ion channel function by another mechanism, such as post-translational modification and/or trafficking, and hence change the temporal pattern of neural responses. Another possibility is that connectivity between ORNs and PNs might be influenced by the prior activity. Previous studies suggested that prior activities in neurons, including spontaneous activity, affect synaptic formation^39–41^. Furthermore, blocking neural activity of ORNs led to alterations in the morphology of ORN axon terminals in *Drosophila* embryos^16^. Consistent with these results, we observed alterations in the distribution of presynaptic marker signals in axonal terminals of *Orco* mutant ORNs compared to wild-type ORNs (Supplementary Fig. S3). We, therefore, cannot exclude the possibility that prior activity might modify the connectivity between ORNs and PNs. However, *Orco* mutant PNs responded to continuous ORN activation, suggesting that functional connectivity between ORNs and PNs in *Orco* mutants is intact. Thus, deprivation of prior activity in *Orco* mutant ORNs might affect neural responses in *Orco* mutant at the circuit level, which in turn modulate the animal behavior upon ORN activation.

It is also feasible that the prior activity might play a role in inactivation of ORNs, as *Orco* mutant larvae failed to turn at the boundary specifically when larvae moved from illuminated areas in which ORNs were optogenetically activated to dark areas (Fig. 4). Ca^2+^ imaging data indicate that optogenetically-evoked activity in wild-type ORNs was quickly suppressed to the basal level once larvae passed the boundary from illuminated areas to the dark areas, whereas *Orco* mutant ORNs required longer times for evoked activity to return to the basal level (Fig. 6). Considering the results of the behavioral assay, these observations indicate that the turning behavior at the boundary may be induced by the transition of the response amplitude from a certain level to below the baseline. Consistent with this possibility, larvae expressing CsChrimson in Or42a ORNs demonstrated increased run-to-turn transitions when optogenetic activation was reduced^42^. Based on this notion, prior activity might, at least in part, contribute to the reduction of neural response of ORNs. Thus, the prior activity might be one of the critical factors for suppression of neural responses.

In summary, by the use of a combined optogenetic and *ex vivo* imaging technique in *Drosophila* larval ORNs, we have revealed a potential role for prior activity in control of olfactory behavior evoked by ORN activation. Given its relative simplicity, combined with the powerful genetic tools in *Drosophila*, our system could contribute to elucidation of the molecular and circuit-based mechanisms of how prior activity in ORNs regulates animal behavior.

## Materials and Methods

### Drosophila strains

Fly strains used in the present study were as follows: *Orco*-*Gal4* (Bloomington #26818), *UAS-GCaMP6f* (Bloomington #42747), *w*^*−*^*;; w*^+^, *orco*^1^ (null allele, Bloomington #23129), *Or42a-Gal4* (Bloomington #9970), *Or42b-Gal4* (Bloomington #9972), *UAS-Orco* (second, this study), *UAS-CsChrimson* (Bloomington #55135), *Tsh-Gal80* (second, kindly gifted by Dr. Miesenböck), *UAS-RGECO1* (our stock)^43^, *UAS-hChR2[H134R]* (our stock)^43^, *Orco-ChR2* (Bloomington #63041)^44^, *GH146-Gal4* (Bloomington #30026).

### Transgenic strain

The *Orco* cDNA was PCR amplified from a plasmid (kindly provided by Dr. Vosshall) and then subcloned into the pJFRC-MUH-20xUAS vector^43^. The plasmid was injected into flies carrying the attP40 docking site (BestGene Inc.).

### Calcium imaging

*Ex vivo* calcium imaging was performed as previously described^24^. Larvae were raised with the standard fly food at 25°C under 12-h light/dark conditions. Third instar larvae were washed in 1 × PBS and transferred to adult hemolymph-like (AHL) saline^45^. To expose the larval brain, each larva was dissected, and the larval head was isolated by removing the fat body, the salivary gland, and the digestive system. The nose tip of the larval head was inserted into the hole of 22 mm $$\times $$ 22 mm plastic cover slip (Thermo Fisher Scientific) that was punched with 23 G needle (Terumo Corporation). To fix the brain position, the brain was covered with low-melting agarose (1.0%; LowMelt Agarose, GeneMate) in AHL and coverglass. For odor stimulation, 10 µl ethyl acetate at 10^−3^ dilution was applied manually.

Calcium imaging was performed using an Olympus BX51WI (UPlanSApo objective, 40×, NA = 0.75, Olympus), with a Yokogawa CSU10 (Yokogawa, Tokyo, Japan) spinning disk confocal system and an electron-multiplying charge-coupled device (EM-CCD) digital camera (Evolve, Photometrics)^43^. The GCaMP6f signal was obtained at about 20 frames s^−1^ (exposure time, 50 msec). Motion correction of the obtained movies was performed using Metamorph (Molecular Devices). For calculation of the signal intensities, a region of interest (ROI) was manually selected using Image J software (http://rsb.info.nih.gov/ij/). F_0_ was computed as the mean of the 25th percentile of signal intensities in each ROI. ∆F/F_0_ was calculated according to (F-F_0_)/F_0_. For peak detection, σ was calculated from a ΔF/F_0_ time series. Peaks were then detected as events that deviated 2σ from the baseline. Peaks were detected and the power spectrum was calculated using MATLAB (http://www.mathworks.com/). For statistical analysis of the frequency of prior activities, Wilcoxon’s rank-sum test, followed by Bonferroni correction, was applied.

### Optogenetic choice assay

Larvae were raised with the standard fly food containing 1 mM all-trans-retinal at 25 °C in the dark. Third instar larvae were washed in water and transferred into 10-cm diameter agarose gel (Nippon gene) plates. Ten larvae were placed at the center of the plate. This plate was put in the dark experimental chamber. In this chamber, the agarose plate was illuminated by red light. Larvae expressing CsChrimson were allowed to move between two dark quadrants and two illuminated quadrants on the plate. For optogenetic stimulation, larvae on the plate were exposed to light (617 nm, ~35 *μ*W/mm^2^; M617L3, THORLABS). The larval behaviors were recorded at about 1 frame s^−1^ for 5 min by means of a CCD Camera (1500M-GE, THORLABS). The positions of larvae on the plate were analyzed using Image J software. The performance index (PI) was calculated as the number of larval positions detected in the illuminated area, minus the number of larval positions detected in the dark area, divided by the total number of larvae, over a period of 5 min. For statistical analysis of PIs, Wilcoxon’s rank-sum test, followed by Bonferroni correction, was applied. Entering and turning behaviors at the boundary were counted manually. The probability of entering illuminated quadrants from dark quadrants was calculated as the number of larvae that entered illuminated quadrants, divided by the total number of larvae that crossed the boundary from dark quadrants into illuminated quadrants. The probability of turning back into illuminated quadrants was calculated as the number of larvae that turned back into the illuminated quadrants, divided by the total number of larvae that crossed the boundary from the illuminated quadrants into the dark quadrants. For statistical analysis of these probabilities, Fisher’s exact test, followed by Benjamini−Hochberg correction^46^, was applied.

### Optical stimulation

Larvae were raised with the standard fly food containing 1 mM all-trans-retinal at 25 °C in the dark. The dissection of larvae and the sample preparation were described in the calcium imaging section. The stimulation and recording were performed with an Olympus BX51WI upright microscope (UPlanSApo objective, 40×, NA = 0.75, Olympus). For stimulation of ORNs, blue light was illuminated by pE-100 (CoolLED). GCaMP6f and RGECO1 signals were obtained at about 5 frames s^−1^ (exposure time, 200 ms). Obtained images were essentially analyzed as described in the calcium imaging section. In addition, background correction was performed to reduce the background noise by light stimulation. The images were mean-filtered (radius: 2 pixels) and then the background was subtracted using the rolling ball method (rolling ball radius: 50 pixels). For calculation of the fluorescence intensities, a region of interest (ROI) was manually selected using Image J software (http://rsb.info.nih.gov/ij/). F_0_ was computed as the mean intensity of nine frames from stimulation onset in each ROI. ∆F/F_0_ was calculated as (F-F_0_)/F_0_.

## Electronic supplementary material

Supplemental Movie S1

Supplemental information

Supplemental dataset for RNAseq

# Supplementary material for: Prior activity of olfactory receptor neurons is required for proper sensory processing and behavior in Drosophila larvae
**Source:** Sci Rep. 2018 Jun 5;8:8580. doi: 10.1038/s41598-018-26825-3
**Supplement:** Supplementary file 2 — Supplemental information

Supplementary information

Prior activity of olfactory receptor neurons is required for proper sensory processing and behavior in *Drosophila* larvae

Nao Utashiro¹, Claire R. Williams^{2,3}, Jay Z. Parrish^{2,3}, and Kazuo Emoto^{1,4,#}

98195, USA.

Supplementary methods

***Drosophila* strains**

Fly strains used in the supplementary figures were as follows: *UAS-mCD8::RFP* (second, Bloomington #27398), *UAS-mCD8::GFP* (second, Bloomington #5137), *UAS-Brp::GFP* (first, Bloomington #35848), *w⁻;w⁺,orco²* (null allele, Bloomington #23130)

Confocal imaging

Larvae were raised with the standard fly food at 25 °C under dark conditions. For dorsal organ imaging, third instar larvae were washed and dissected in 1 × PBS, and dorsal organs were mounted in Vectashield mounting medium (Vector Laboratories). Images were obtained by confocal microscopy (Leica TCS SP8). For larval brain imaging, larval brains were fixed by 4% formaldehyde/PBS for 30 min at room temperature. After fixation, the brains were transferred in PBS containing 0.1% Triton X-100 and incubated at 4 °C for four hours. These samples were mounted in Vectashield mounting medium. Images were obtained by confocal microscopy (Leica TCS SP8).

Immunostaining

For normalization of CsChrimson::Venus signal, 3rd instar larvae were dissected and fixed in 4% formaldehyde/PBS and then stained with nc82 antibody (1:50; Developmental Studies Hybridoma Bank). As secondary antibody, Goat anti-mouse IgG Alexa Fluor 635 (1:500; Life technologies) was used. The samples were mounted

in Vectashield mounting medium (Vector Laboratories).

RNA-Seq Library Preparations

Four control and six *Orco* mutant samples with 20 dorsal organs each were isolated and subjected to mRNA-Seq analysis. Thoracic segments containing chemosensory organs were dissected from third instar larvae expressing *UAS-mCD8-GFP* in ORNs under control of *Orco-Gal4*. Experimental genotypes were: *w¹¹¹⁸;Orco-Gal4,UAS-mCD8-GFP/Orco-Gal4,UAS-mCD8-GFP* (control); *w¹¹¹⁸;Orco-Gal4,UAS-mCD8-GFP/Orco-Gal4,UAS-mCD8-GFP;orco¹/orco¹* (*Orco* mutant). Dissected tissue was enzymatically treated with type I collagenase (Fisher), GFP-positive dorsal organs were manually separated from neighboring tissue and snap frozen in RNAqueous lysis buffer (Fisher). RNA was isolated using the RNAqueous Micro Kit, diluted to 0.2ng/ul, and converted to pre-amplified cDNA libraries using Smart-seq2 template-switching reverse transcription¹. cDNA libraries were fragmented, barcoded, and amplified using the Nextera XT DNA kit, and all libraries were pooled and purified using AMPure XP beads. Quality was confirmed on an Agilent Bioanalyzer and libraries were sequenced on a HiSeq 4000 at the UCSF Center for Advanced Technology as 51 base single-end reads.

RNA-Seq Data Analysis

Reads were demultiplexed with CASAVA (Illumina) and read quality was assessed with FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>). One *orco*

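The libraries differed in how many genes they detected, and more so among the *Orco* mutant samples. Wild-type libraries had a count for 8484 to 9544 genes, and *Orco* mutant libraries for 6810 (*Orco* mutant 3) to 10978 genes (*Orco* mutant 4). Of the 27 larval odorant receptor genes, 19.8 ± 1.5 (SD, n = 4) had a count in a wild-type library and 10.6 ± 7.20 (SD, n = 5) in an *Orco* mutant library (two-sided exact permutation test, p = 0.0714), with 22 in *Orco* mutant 4 and 4 in *Orco* mutant 3. Of the 66 ionotropic receptor genes, 9.0 ± 2.94 had a count in a wild-type library and 12.6 ± 7.50 in an *Orco* mutant library (two-sided exact permutation test, p = 0.484). Mitochondrial transcripts took 2.3% to 5.2% of the counts in wild-type libraries and 0.5% to 14.6% in *Orco* mutant libraries, with the highest share in *Orco* mutant 5. No pair of libraries of 1 genotype was a duplicate. Over 16 pairs, the squared difference in counts of the closest pair was 14.3 times that of counting noise (median over genes). This pair, *Orco* mutant 2 and 4, had a Spearman correlation of 0.918. The next closest pair of 1 genotype, wild-type 1 and 3, had a ratio of 34.0 and a correlation of 0.691. Closeness did not always follow genotype. Wild-type 1 was closer to *Orco* mutant 4 (ratio 22.7, correlation 0.786) and *Orco* mutant 2 (29.3 and 0.778) than to any other wild-type library.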

sample was excluded from analysis due to low read count and the remaining samples had read counts ranging from five to eleven million reads. Reads containing adapters were removed using cutadapt (version 1.9.1)². To generate high recall of differentially expressed genes³, reads were aligned to the *D. melanogaster* transcriptome, FlyBase genome release 6.10, using Kallisto (version 0.43.0)⁴ with default parameters. Transcript-level counts were condensed to gene-level counts using tximport⁵ and differential expression analysis was performed using DESeq2 (version 1.14.1)⁶. A Benjamini & Hochberg multiple comparison adjustment⁷ was run on the original p-values to specifically assess differential expression for ion channel genes (identified as members of the Flybase Ion channel gene group, FBgg0000582; Supplemental Table 1). 

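The set of genes over which p-values are adjusted decided the calls of *Or35a* and *Or59a*. With edgeR's p-values, 3 ion channel genes passed when adjusted over the 96 tested genes of the gene list sheet alone (*Orco*, *Or35a* and *Or59a*), and 1 passed, *Orco*, when adjusted over all 8160 genes tested. All 3 were lower in *Orco* mutant samples. The results sheet of Supplementary Table 1 holds 147 genes, where the text gives 148, and 9 of the 147 are not on the gene list sheet, so no overlap or enrichment test was run on either sheet as a whole.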

Genes with an adjusted p-value of under 0.05 were considered significantly different. The raw sequencing reads and gene expression estimates are available in the NCBI Sequence Read Archive (SRA) and in the Gene Expression Omnibus (GEO), accession number pending.

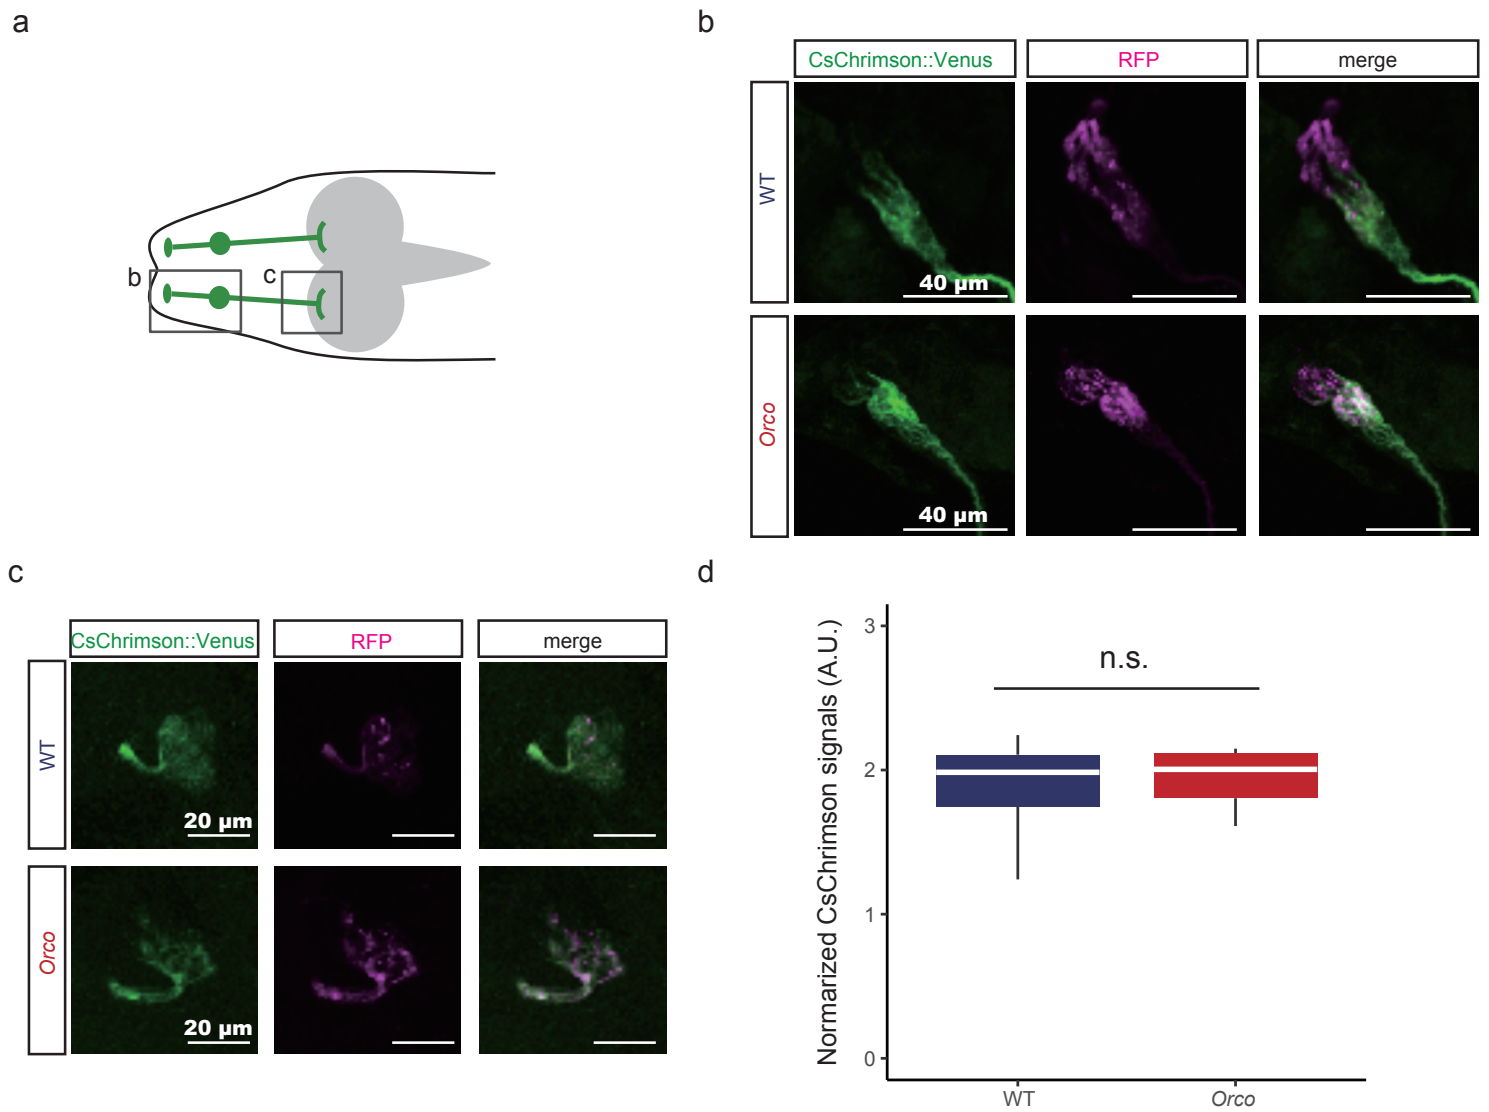

Supplementary Fig. S1

(a) Schematic shows ORNs in larval head. (b and c) *CsChrimson::Venus* (green) expression in dendrites (b) or axonal terminals (c) of ORNs. ORNs were visualized by *mCD8::RFP* (magenta). (d) Quantification of *CsChrimson::Venus* signals normalized to nc82 staining at the axonal terminals. Wilcoxon' s rank-sum test; n.s. not significant.

Genotype: WT, *w¹¹¹⁸;Orco-Gal4,UAS-CD8::RFP/UAS-CsChrimson::Venus,Tsh-Gal80*.

Orco, *w¹¹¹⁸;Orco-Gal4,UAS-CD8::RFP/UAS-CsChrimson,Tsh-Gal80;orco¹/orco¹*.

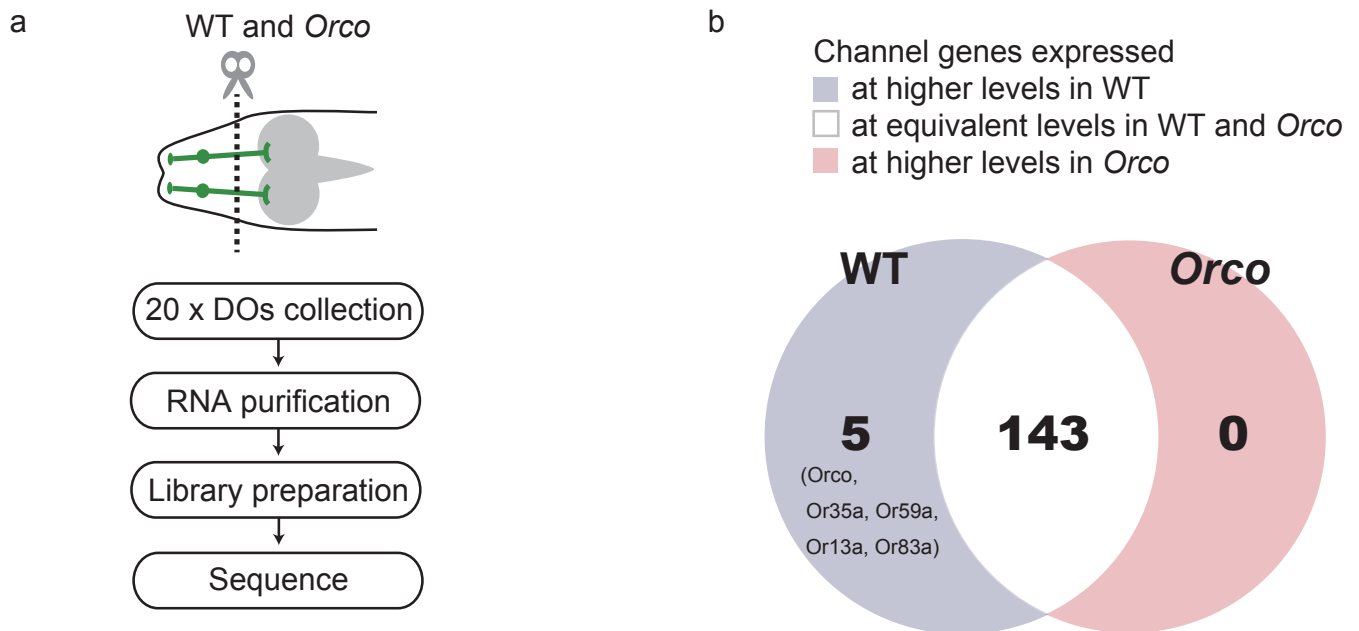

Supplementary Fig. S2

(a) Schematic Diagram of RNAseq analysis. DOs indicates dorsal organs. A detailed description of the library preparation protocol is provided in the supplementary methods. (b) Differential expression (DE) analysis of ion channel gene expression in wild-type and *Orco* mutant dorsal organs. Venn diagram shows the number of ion channel genes that were expressed at significantly higher levels in WT (Blue), at higher levels in *Orco* mutants (Red), or at equivalent levels in WT and *Orco* mutant dorsal organs (White). 127 genes were excluded from DE analysis due to insufficient information for expression estimation. 

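Several ion channel genes that the filter of the edgeR test left out had counts in 1 genotype only. The filter asks for enough counts in enough libraries, so it also left out genes with many counts in few libraries. Counts in *Orco* mutant libraries only were more common among the untested genes than counts in wild-type libraries only. The *Orco* mutant group also held more libraries (5 against 4) and had a higher median total. *Elk*, a voltage-gated potassium channel gene, had 0 counts in the wild-type libraries and 140 over 4 of the 5 *Orco* mutant libraries, at least 29.2-fold higher when the wild-type total is set to a floor of 3 counts. *Nach*, a degenerin/ENaC gene, had 0 counts in wild-type and 262 over 4 *Orco* mutant libraries (at least 54.7-fold higher), and the ionotropic receptor gene *Ir87a* had 0 and 288 over 3 *Orco* mutant libraries (at least 60.1-fold higher). The odorant receptor gene *Or63a* had 254 counts over 3 of the 4 wild-type libraries and 0 in *Orco* mutant libraries (at least 135-fold lower). Each of these genes also had 0 counts in at least 1 library of the genotype in which it was seen. These folds treat each count as independent and cover neither amplification nor the spread between samples, so they are not firm bounds. Many of the counts came from 1 library: 167 of 262 for *Nach* (*Orco* mutant 3), 188 of 288 for *Ir87a* (*Orco* mutant 1) and 174 of 254 for *Or63a* (wild-type 2), and without that library the folds were at least 22.1, 27.1 and 56.7. Of the 273 genes on the list, 211 had a count in at least 1 library, 96 were tested and 177 were not. Of the 66 ionotropic receptor genes, 5 were tested.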

The gene list and results of differential expression analysis are available in Supplementary Table S1, details on the methodology are available in the supplemental methods. Genotype: WT, *w¹¹¹⁸;Orco-Gal4,UAS-CD8::GFP/Orco-Gal4,UAS-CD8::GFP*. *Orco*, *w¹¹¹⁸;Orco-Gal4,UAS-CD8::GFP/Orco-Gal4,UAS-CD8::GFP;orco¹/orco¹*.

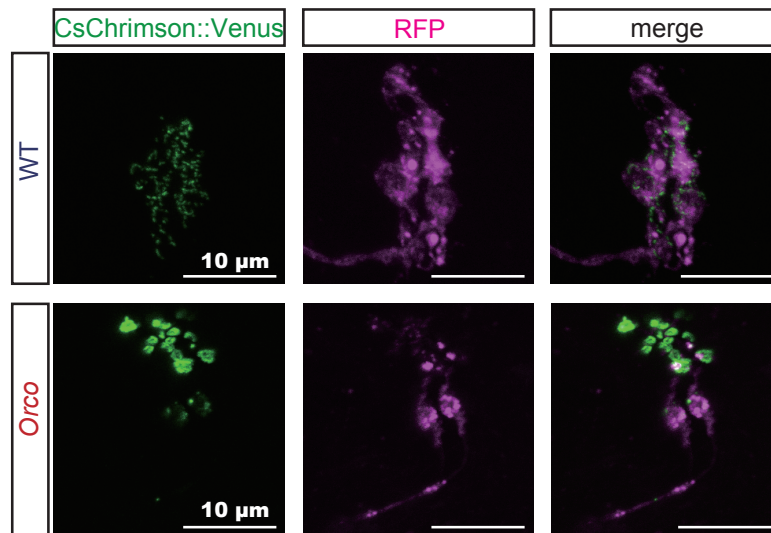

Supplementary Fig. S3

Brp::GFP (green) expression in axonal terminals of *Or42a* ORNs that additionally express *mCD8::RFP* (magenta). Genotype: WT, *w¹¹¹⁸;Or42a-Gal4,UAS-CD8::RFP/UAS-Brp::GFP*.

Orco, *w¹¹¹⁸;Or42a-Gal4,UAS-CD8::RFP/UAS-Brp::GFP;orco¹/orco²*.

Supplementary references

1. Picelli, S. *et al.* Full-length RNA-seq from single cells using Smart-seq2. *Nat. Protoc.* **9**, 171–181 (2014).
2. Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal* **17**, 10 (2011).
3. Williams, C. R., Baccarella, A., Parrish, J. Z. & Kim, C. C. Empirical assessment of analysis workflows for differential expression analysis of human samples using RNA-Seq. *BMC Bioinformatics* **18**, 38 (2017).
4. Bray, N. L., Pimentel, H., Melsted, P. & Pachter, L. Near-optimal probabilistic RNA-seq quantification. *Nat. Biotechnol.* **34**, 525–527 (2016).
5. Sonesson, C., Love, M. I. & Robinson, M. D. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Research* **4**, 1521 (2015).
6. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
7. Benjamini, Y. & Hochberg, Y. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society. Series B (Methodological)* **57**, 289–300 (1995).

How the deposited data were processed for this re-analysis (not part of the article)

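RNA was measured in dorsal organs of larvae of the third instar by RNA-Seq, in 4 wild-type and 5 *Orco* mutant samples of 20 organs each, with 1 library per sample. A further *Orco* mutant sample that the authors excluded for low read count was not analysed here. The authors demultiplexed the single-end reads with CASAVA 1.8.2, removed reads with adapters with cutadapt 1.9.1, estimated transcript counts with kallisto 0.43.0 against the FlyBase transcriptome and summed them per gene with tximport. The deposited files hold estimated counts per gene and per transcript for each library, not normalized, for 17421 genes and 34416 transcripts. The authors compared the genotypes with DESeq2 and adjusted p-values over ion channel genes only.
From these files the estimated counts were rounded to whole numbers. Genes were kept by the default settings of filterByExpr in edgeR 4.0.16 (R 4.3.3), with a minimum count of 10 and a minimum total of 15, which left 8160 genes. Libraries were scaled with TMM and the genotypes compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p under 0.05 over all genes tested and, for the ion channel genes and each gene list, also over the list alone. Intervals are at 95%. Log2 fold changes from edgeR include its prior count, a small count added to each library. Their standard errors and intervals come from the coefficient without it and the F statistic of the test. An interval therefore need not centre on the printed fold change. Gene lists with at least 5 tested members were tested with camera, at a preset correlation of 0.01 and with an estimated one, and with fry in limma 3.58.1. Single values were compared with exact permutation tests over the 126 groupings of 4 and 5 libraries, whose smallest p is 0.00794. A fold against a genotype with 0 counts was computed against a floor of 3 counts over the group. Positions are from the Ensembl annotation of the Release 6 genome, which matched 17224 genes by identifier and 89 by symbol, and 108 had no position.
The test, the samples in it, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule named *Orco* and the odorant receptor genes of the paper, with *Ir21a*, *Elk* and *Or63a* from Supplementary Table 1, whose values had been seen there; the 10 genes with the largest change in each direction past the threshold whose libraries do not overlap between the genotypes; the 4 members of each list with the smallest p; the 10 ion channel genes with the highest mean level; *Hr38*, *Arc1* and a further activity-regulated gene that was not tested; and the eye pigment gene *w* and the 2 tested genes on each side of *Orco*. The text names some of these and summarises the others. *Nach*, *Ir87a*, *CG10467*, *wntD*, *p24-2* and *Nrk* and the transcript h-RA were named after their values were seen. The summed level of the larval odorant receptor genes, the exact test of list means, the matched random lists and DESeq2 with a fold-change prior were also chosen after the data were examined.
The alternatives were RLE size factors, DESeq2 1.42.0, limma-voom, no filter, a filter of 10 counts in at least 5 libraries, the replicate number as a block, library quality weights and leaving out each library. The alternatives planned for normalized units were not run because the files hold counts. The test was checked on simulated counts drawn from the means, spread and totals of the real libraries. Among tested genes, *Or10a* and *Gr10a* had identical values in every library, as did *Trpml* and *CG42638*, which count as 2 of the 96 ion channel genes; why was not tested, and such genes cannot be told apart. Other experiments of the paper were not analysed here.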

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

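The tests of random lists and of the segment around *Orco* were chosen before their results were seen. Leaving out each library and an estimated correlation were planned, but as tests of an explanation they were chosen after, as were all other tests of explanations given here. Of 38 groups of libraries examined for library measures and named genes, 9 had 1 library far from the others by a gap-over-range cut. The cut gives about 1 in 20 by chance for normal values. That rate does not hold for *Or59a* and *Or13a*, where the other *Orco* mutant libraries were all at 0. *Orco* mutant 4 stood above the other *Orco* mutant libraries for *Or59a* (0.378 CPM), *Or13a* (1.26) and *Or83a* (2.90), and *Orco* mutant 2 for *Orco* (1.31). *Orco* mutant 5 stood above the others for *Or42a* (12.9) and *Or45a* (13.4), and wild-type 2 for *Or45a* (52.8). *Orco* mutant 3 stood above the others for the eye pigment gene *w* (54.0) and for *PEK*, a gene near *Orco* (155).
The larval odorant receptor genes were lower as a group in *Orco* mutant samples by camera with a preset correlation and by fry (adjusted p = 0.0177). No other list passed by fry. The larval list did not pass by camera with an estimated correlation (adjusted p = 0.398) or by its mean level (adjusted p = 0.169 over the lists tested). Over 4 ways of scaling the libraries its summed level was at least 4.01 times higher in wild-type, which argues against scaling. Random lists of the same size matched on mean level had medians of -1.58 or more in 10000 draws, against -2.05 for the larval list. This argues against poorer sampling of all genes at that level. Random genes need not vary together as the larval genes did (estimated correlation 0.144), so poorer sampling of the larval genes as a set is not excluded. The summed level of ionotropic receptor genes was 1.86 times higher in *Orco* mutant samples (two-sided exact permutation test, p = 0.0317), much of it from *Ir21a*, and the mean log2 level of that list differed by 0.81 (p = 0.0635, adjusted p = 0.406, with overlapping libraries), neither of them lower, which argues against less dorsal organ tissue. A lower level per ORN and fewer ORNs both stay open as biological explanations. The mean log2 level of olfactory transduction and ORN development genes differed by 0.51, *Orco* mutant minus wild-type (exact permutation test, p = 0.0238, adjusted p = 0.19 over the lists tested). That goes against fewer ORNs, but much of that list, such as the G protein genes, is not specific to ORNs. The paper recorded from Or42a and Or42b ORNs of *Orco* mutant larvae, so these classes were present, but it gives no count of ORNs. The number of larval genes passing over the list alone, 2, was reached in 3 of 100 splits of the libraries, with 4 in the highest other split. Both other splits that reached it set 4 *Orco* mutant libraries against the wild-type libraries and 1 *Orco* mutant library. They keep most of the genotype difference, so they do not show what chance alone gives.
Outside the ion channel genes, *CG34337* and *CG14455* fell, with log2 fold changes of -3.75 and -2.915 (adjusted p = 0.0254 each from edgeR), and the transcript h-RA rose by 9.53 (1 count in wild-type and 1942 in *Orco* mutant libraries). *CG34337* and *CG14455* each passed in 2 of 9 fits that left out 1 library and h-RA in 0 of 9, and h-RB, another transcript of the same gene, had a log2 fold change of -0.72 and did not pass. Linked differences on chromosome 3, which carries *orco1*, are a candidate explanation. Of 103 genes called by DESeq2 other than *Orco*, 54 lay on chromosome 3 (odds ratio 1.42, interval 0.946 to 2.14, Fisher's exact test p = 0.0895), and 6 lay within 2 Mb of *Orco* (odds ratio 2.0, interval 0.711 to 4.56, p = 0.134, a width that leaves such a segment open). Of 4 genes with at least 5 counts in every library of 1 genotype and 0 in the other (*CG10467* and *p24-2* in wild-type, *wntD* and *Nrk* in *Orco* mutants), 3 lay on chromosome 3 (Fisher's exact test p = 0.324), so linked differences and the mutation cannot be told apart for these genes, which are too few.
By camera with a preset correlation, oxidative phosphorylation genes (adjusted p = 4.42e-14) and detoxification enzymes (1.24e-05) were lower and heat shock genes higher (2.03e-05) in *Orco* mutant samples. With an estimated correlation these 3 calls were lost (adjusted p = 0.48, 0.398 and 0.408), so correlation between the genes of a list is consistent with the calls. No single library accounts for the first, since its highest adjusted p without 1 library was 3.08e-08. Handling before freezing cannot be told apart from genotype, and the mean level of heat shock genes overlapped between genotypes (exact permutation test, p = 0.143). Of 100 splits of the libraries, 64 gave 6 or more called lists, up to 12, so chance is not excluded, and no biological explanation was tested.
Odorant-binding proteins were also lower (camera adjusted p = 0.0197) and neuronal genes higher (0.0185), and both calls were lost with an estimated correlation (adjusted p = 0.529 and 0.824). The first call was kept in 8 of 9 fits that left out 1 library (adjusted p = 0.0897 without *Orco* mutant 2), and the summed level of that list was 0.99 times that of wild-type (exact permutation test, p = 0.944). The neuronal call was kept in 4 of 9 such fits and lost with the replicate block (adjusted p = 0.48). The real grouping gave 3 changed genes and the highest other split 1, and 1 of 100 splits, the real one, reached it. For ion channel genes over the list alone, 3 of 100 splits reached the real count of 3, and the highest other gave 5. For transcripts, 1 of 100 reached the real count of 2, and the highest other gave 0. With *Orco* not counted, 1 of 100 splits reached the real count of 2 genes (highest other 1), 3 reached the 2 ion channel genes (highest other 4) and 1 reached the 1 transcript (highest other 0). Each share lies under 0.05, which covers the count and not each gene in it. For ion channel genes another split gave more than the real grouping. The other splits that reached the real count set 4 *Orco* mutant libraries against the wild-type libraries and 1 *Orco* mutant library. They keep most of the genotype difference, so they cannot decide how often chance alone gives that count, and chance is not excluded there.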

How the results depend on the processing

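*Orco* fell under every setting run, by 7.77 to 10.65 on the log2 scale, and the summed level of larval odorant receptor genes stayed 3.62 to 4.53 times higher in wild-type when 1 library was left out. Low counts and the spread between samples limit all other results, and the cause of the changes listed here was not tested unless it is named. Fold-change priors, scaling of the summed level and the list of the results sheet were chosen after seeing the data.
Genes lower in *Orco* mutants, 3 with edgeR, were 61 with DESeq2, 12 with limma-voom, 79 with library quality weights and 47 with DESeq2 with a fold-change prior, and 1 to 3 when 1 library was left out. Genes higher in *Orco* mutants, 0 with edgeR, were 43 with DESeq2, 1 with no filter, 1 with the replicate block, 12 with library quality weights and 27 with DESeq2 with a fold-change prior, and 0 to 1 when 1 library was left out. Ion channel genes changed, adjusted over the list alone, were 11 with DESeq2, 6 with limma-voom, 1 with the stricter filter, 8 with library quality weights and 5 with the fold-change prior over the results sheet, and 2 to 5 when 1 library was left out, with 5 without *Orco* mutant 4. Over all genes they were 7 with DESeq2, 2 with limma-voom, 4 with library quality weights and 3 with the fold-change prior. Those outside *Orco* and odorant receptor genes, 0 with edgeR, were 4 with DESeq2, 1 with the replicate block (*Ir21a*), 2 with library quality weights (*Ir21a* and *pHCl*), and 0 to 1 when 1 library was left out (*Ir21a* without *Orco* mutant 5). Ion channel genes tested, 96, were 189 with DESeq2 with or without the prior and 211 with no filter, which also test genes that the edgeR filter left out. Genes with an interval inside 2-fold, 1, were 0 with the replicate block, 4 with library quality weights, 2 with the fold-change prior, and 0 to 1 when 1 library was left out.
Larval odorant receptor genes changed over the list alone, 2, were 8 with DESeq2 with or without the prior, 6 with limma-voom, 6 with no filter, 0 with the stricter filter, 1 with the replicate block, 8 with library quality weights, and 2 to 4 when 1 library was left out, with 4 without *Orco* mutant 4. Over all genes, 0 with edgeR, they were 4 with DESeq2, 1 with limma-voom, 2 with library quality weights and 2 with the prior. Called gene lists, 6, were 0 with an estimated correlation and 5 to 10 when 1 library was left out. Transcripts changed, 2, were 163 with DESeq2, 4 with no filter, 0 with the replicate block and 0 to 1 when 1 library was left out. Changed genes on chromosome 3 other than *Orco*, 1 of 2, were 54 of 103 with DESeq2 and 3 of 4 with no filter.
Replicate numbers did not pair the samples. For this check each gene's genotype mean was subtracted from its log2 level in every library. The remaining deviations of same-numbered samples had correlations of 0.0284, -0.103, -0.0181 and -0.0199. With the replicate block 3 genes were lower, 1 was higher and 3 ion channel genes passed over the list alone, *Orco*, *Or35a* and *Ir21a*. *Or59a* was lost with the replicate block and with no filter, and neither *Or35a* nor *Or59a* was tested with the stricter filter.
Over 46 named genes, 733 of 820 comparisons with an alternative kept direction and side of the threshold, 24 lost the call, 45 gained one and 18 changed sign. The sign changes were in genes that did not pass. Log2 fold changes were -0.18 for *Ih* and -0.0945 for *Irk3* with the replicate block, -0.00507 for *Irk3*, 0.52 for *pain*, -0.14 for *para* and 0.51 for *Hr38* with limma-voom, 0.46 for *pain*, -0.67 for *para* and 2.39 for *Hr38* with library quality weights, and -0.31 for *para* and 0.32 for *Hr38* with the replicate block. With 1 library left out they were -0.13 to 0.33 for *Ih*, -0.64 to 0.20 for *Clic*, -0.46 to 0.39 for *pain* and -0.53 to 1.48 for *para*.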

Differences from the paper's values

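The paper gives 148 ion channel genes as queried, and 96 were tested here. Of the alternatives set before the data were examined, DESeq2 (189), no filter (211) and leaving out any wild-type library, *Orco* mutant 3 or *Orco* mutant 5 (99 to 113) came within 1.5 times of the paper's number, and the others did not.
The paper reports 4 odorant receptor genes that differed besides *Orco*, and 2 passed here at the same threshold over the list alone. DESeq2 (6), limma-voom (5), library quality weights (5) and the fit without *Orco* mutant 4 (4) came within 1.5 times of the paper's number, and the others did not. *Or13a* and *Or83a*, called by the paper and not here, passed under those 4 settings.
For the log2 fold change of wild-type over *Orco* mutant, the paper's value in Supplementary Table 1 is 7.77 for *Orco* and the value here is 9.25, and under no alternative set beforehand did the difference come within the standard error. For *Or35a* the paper's value is 6.13 and the value here is 7.93. The difference came within the standard error without wild-type 4, *Orco* mutant 1 or *Orco* mutant 2 and under no other, where the values (7.53 to 7.63) stayed above the paper's and the standard errors were larger. For *Or59a* the paper's value is 4.56 and the value here is 6.60. It came within the standard error without wild-type 4 (6.38) or *Orco* mutant 2 (6.25) and under no other, again with larger standard errors. For *Or13a* the paper's value is 2.84 and the value here is 5.13, and no alternative brought the difference within the standard error. For *Or83a* the paper's value is 2.67 and the value here is 4.50. It came within the standard error without wild-type 1, wild-type 3, *Orco* mutant 1, *Orco* mutant 2, *Orco* mutant 3 or *Orco* mutant 5 (4.08 to 4.44) and with the replicate block, whose value of 5.04 lies further from the paper's with a standard error of 2.41, and under no other. None of these alternatives removed most of the difference for *Or35a*, *Or59a* or *Or83a*.
DESeq2 with a fold-change prior, chosen after seeing the values, gave log2 fold changes within 0.01 of the paper's for all 147 genes of its results sheet and, adjusted over that sheet, the paper's 5 calls, dropping 0 of them. Without the prior DESeq2 gave 9.39 for *Orco*, wild-type over *Orco* mutant. The prior thus accounts for the differences in fold change, since the other values here were fitted without it. Adjusted over the gene list sheet it gave 4 calls, with *Or13a* among them and *Or83a* not.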

Other observations

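No member of the gene groups in this section passed the threshold over all genes with edgeR. Only the odorant-binding protein, detoxification and ionotropic receptor lists had members that passed over the list alone. Of 22 odorant-binding protein genes tested, 4 were lower and 1 was higher adjusted over the list alone, and the adjusted p of the list was 0.529 with an estimated correlation. *Obp56c* was at 1197 ± 387 CPM (SD, n = 4) in wild-type and 244 ± 173 (SD, n = 5) in *Orco* mutant samples (log2 fold change -2.30), with -1.94 for *Obp56b*, -2.70 for *Obp18a* and 1.99 for *Obp83a*. Of 59 oxidative phosphorylation genes, 56 had negative fold changes and 0 passed over the list alone with edgeR (19 lower at an unadjusted p under 0.05), with -1.15 for *ND-MLRQ*, -1.01 for *ND-B12* and -0.93 for *COX7A*. Of 79 detoxification enzymes, 1 was lower over the list alone, the glutathione transferase gene *GstD3* (log2 fold change -5.71), with -1.40 for *Cyp9h1*. Of 22 heat shock and stress genes, 21 had positive fold changes, with 2.03 for *Hsp68*, 1.72 for *Hsp26* and 0.88 for *Hsp83*. Estimated-correlation adjusted p was 0.398 for detoxification and 0.408 for heat shock. The mean log2 level of the list was lower in every *Orco* mutant library than in every wild-type library for oxidative phosphorylation (difference -0.57, exact permutation p = 0.00794) and detoxification (difference -1.02, p = 0.0159), each with an adjusted p of 0.169 over the lists tested.
Of 33 neuronal genes, 27 had positive fold changes (adjusted p = 0.824 with an estimated correlation, and 4 of 9 calls kept when 1 library was left out, with an adjusted p of 0.575 without *Orco* mutant 5), with 1.53 for *CadN* and 0.59 for *Appl*. The transcription factor gene *pdm3* had a log2 fold change of 2.00 and the calcium-binding protein gene *Cbp53E* one of 0.98, and neither passed. The activity-regulated genes *Arc1* and *Hr38* had log2 fold changes of 0.42 and -1.23, and their list had a camera adjusted p of 0.994. The tested genes next to *Orco* had log2 fold changes of 0.44 for *CG2663*, -4.50 for *Or83a*, 1.27 for *PEK* and 0.25 for *RpL35A*. *Or83a* did not pass over the ion channel list alone (adjusted p = 0.236 from edgeR).
Markers of other cell types did not pass by camera: the adjusted p was 0.994 for gustatory receptors, 0.994 for glia, 0.984 for sensory support cells, 0.994 for cuticle and epidermis, 0.893 for muscle, 0.994 for fat body, 0.0847 for hemocytes and 0.893 for trachea. Of 8 hemocyte genes 7 had positive fold changes (median log2 fold change 1.24), the mean log2 level of the list differed by 1.155, *Orco* mutant minus wild-type, with overlapping libraries (exact permutation test, p = 0.0794), and the list passed by camera without wild-type 4 and without *Orco* mutant 4. The muscle list passed without wild-type 2 and without *Orco* mutant 2. The adjusted p was 0.0517 for ionotropic receptors, 0.0517 for olfactory transduction and ORN development, 0.622 for cilium and sensory dendrite, 0.893 for calcium signalling, 0.893 for acetylcholine synthesis and release, 0.984 for the presynaptic active zone, 0.893 for neuropeptides, 0.73 for antimicrobial and immune genes, 0.245 for ribosomal proteins, 0.893 for mitochondrial transcripts and 0.553 for dosage compensation. Of these, ionotropic receptors passed with RLE size factors and in 6 of 9 fits that left out 1 library (each wild-type library, *Orco* mutant 1 and *Orco* mutant 2), olfactory transduction and ORN development with RLE size factors and without *Orco* mutant 1, 2 or 4, ribosomal proteins without wild-type 3 and without *Orco* mutant 2, and mitochondrial transcripts without *Orco* mutant 2 and without *Orco* mutant 4. With an estimated correlation over all 9 libraries no list passed. The adjusted p was then 0.402 for ionotropic receptors and 0.48 for hemocytes and for olfactory transduction and ORN development. The lists of adult odorant receptor classes, salivary gland and eye pigment genes had 1 tested member each and were not tested by camera. The summed level of the eye pigment list in *Orco* mutant samples was 2.88 times that of wild-type (two-sided exact permutation test, p = 0.0397, not adjusted). The list includes *w*, and the paper lists its *orco1* strain with w+, so this difference cannot be told apart from that marker. The salivary gland list was at 888.8 CPM in wild-type 3 and at 7.378 or less in the other wild-type libraries.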
